A study of Mus musculus with 2234 samples. Its data were reported in "Extensive folding variability between homologous chromosomes in mammalian cells" (2025).

How the data were processed

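Genome architecture mapping (GAM) was applied to F123, a hybrid mouse embryonic stem cell line with a CAST and an S129 copy of every autosome. In GAM, thin slices of single nuclei (nuclear profiles, NPs) are sequenced, and genomic windows that are close in the nucleus are found in the same slice more often than windows that are far apart. Per the labels, the series holds 2234 libraries, grouped by the number of NPs in each library: 40 libraries with 0 NPs, 1281 with 1 NP, 4 with 2 NPs, 908 with 3 NPs and 1 with 6 NPs.

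The deposited table holds the pooled CAST and S129 contact maps at 50 kb resolution, in which all libraries that passed the authors' quality control were merged. No column belongs to a single library, so the table gives no depth per library and no replicate error could be computed. Per the study's methods, reads were aligned to the GRCm38/mm10 build with SNP positions masked, sorted by haplotype and phased in windows. The submitters' processing notes name Bowtie2, SAMtools and bedtools. The contact score deposited by the authors is the normalised pointwise mutual information (NPMI) of the co-detection of a pair of windows. The second deposited score is a z-score, which is the NPMI less its mean and over its standard deviation at the same distance on the same chromosome of the same haplotype. The third is the delta z-score of the authors, the CAST z-score minus the S129 z-score; it matched the difference of the z-score columns to within 3e-15 in every pair. Deposited peak columns count peaks per window of H3K27me3, of the S5 and S7 phosphorylated forms of RNA polymerase II (Pol2-S5p, Pol2-S7p), and of ATAC, H3K27ac, H3K4me3, CTCF and RAD21. Peaks of the last 5 assays are split by the authors into common, CAST-specific and S129-specific ones. The study counts common peaks apart from those that could not be phased, but the table itself does not state whether its common columns leave the latter out. Further columns give CTCF motif strands, expressed genes with a SNP, and the genes with allele-specific expression (ASE) on CAST or S129.

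The table held 3627680 pairs of 46773 windows on 19 autosomes, up to 50 Mb apart. Of its 73 columns, 60 were used. The smallest value of the higher NPMI of a pair was 0.300001, so that only pairs with NPMI above 0.3 in CAST, S129 or both are listed. Relative to all possible pairs of the listed windows, the table held 98.3% within 500 kb, 96.8% at 0 to 1 Mb, 76.0% at 1 to 2 Mb and 2.37% at 20 to 50 Mb. Counts of strong contacts, and of pairs above the NPMI minimum in 1 haplotype, are complete in such a table, whereas means and correlations over listed pairs depend on the selection at long distances.

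Allele-specific contacts were pairs with a delta z-score above 1 (CAST-specific) or below -1 (S129-specific) and NPMI above 0.3 in either map. Strong contacts had NPMI above 0.3 and a z-score above 2 in the haplotype concerned. Feature classes required the feature in both windows and were set against pairs with it in neither window, matched on 9 distance bins and weighted by the number of class pairs in each bin. ASE classes required the ASE gene in at least 1 window of the pair. Enhancer-promoter contacts were pairs up to 2 Mb apart with an ASE gene, Pol2-S5p and ATAC in one window and Pol2-S5p, ATAC and H3K27ac in the other. CTCF loops were pairs up to 2 Mb apart with CTCF and RAD21 in both windows, a plus-strand motif in the left and a minus-strand motif in the right window, and an ASE gene in at least 1 of them. Peaks of any of the 3 classes were accepted in these definitions; this was chosen after the counts for all classes and for common peaks alone had both been seen beside those of the study, and the version with common peaks alone was kept as an alternative.

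The 19 autosomes served as the repeated unit. Values per autosome were tested with a two-sided sign-flip permutation test of 100000 resamples, with exact enumeration below 10 autosomes; the smallest p it can give on 10 or more autosomes is 1e-05 when rounded. Such a p measures the spread between autosomes and says nothing on the spread between cell cultures. The overlap of strong contacts was tested against 1000 circular shifts of one map along the chromosome at fixed distance, with a smallest possible p of 0.001 when rounded. For the Hist1 locus, the same pattern of window pairs was placed at every other position of the autosomes that held at least 80% of it; this null was adopted after the p of a first version, which used every possible pair at positions holding 50% of them, had been seen. Lists of genes on fewer than 6 autosomes were tested with 1000 position shifts. The threshold was p = 0.05, with Benjamini-Hochberg adjustment within a family (features, gene lists). The tetrachoric correlation, an estimate of the correlation of a pair of normal variables from counts above a minimum, was computed per autosome over all possible pairs, listed or not.

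Gene positions came from the GENCODE M21 annotation of GRCm38, whose chromosome lengths contained every window. Of the ASE gene names, 1093 of 1108 for CAST and 789 of 800 for S129 were found in it, and 100% of their window entries lay inside the gene body. The annotated gene start lay in the window for 68.1% of CAST and 64.0% of S129 entries. Windows were not required to hold it, so a contact counted as enhancer-promoter need not involve the promoter of the ASE gene. The 15 gene lists and the rule for named genes were fixed before the data were examined. Named genes are, for enhancer-promoter contacts, the 4 ASE genes per configuration whose contact had the largest absolute delta z-score (for contacts strong in both haplotypes, the largest smaller z-score); for CTCF loops the 2 per configuration by the same order; and for gene lists the members with the 2 highest and 2 lowest mean delta z-scores, next to the study's own examples. Computation used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

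Alternatives fixed beforehand were an NPMI minimum of 0.4, delta z-scores beyond 1.5, z-scores above 1.5 or 2.5, pairs within 1 Mb, pairs at least 200 kb apart, an NPMI difference in place of delta z (beyond 0.0725, which calls as many pairs), delta z centred on each autosome's median, each autosome left out in turn, other ASE window and enhancer definitions, counting per gene or per window, and H3K27me3 in at least 1 window. Alternatives added after the data had been seen were pairs within 500 kb, matching on GC quintile, H3K27me3 windows without Pol2-S5p, Hist1 pairs at least 1 Mb apart, common peaks alone, and the first Hist1 null. An NPMI minimum of 0.2 was planned and could not be run because weaker pairs are not in the table. Window detection frequency was not analysed because the table does not hold it, although the study supplies it per haplotype among its supplementary datasets.

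The tests were tested on simulated data, in which the mean delta z of each window was moved along its autosome by a random offset, normal noise was added for each pair, and a known shift was put in. With no shift, 9% of 100 simulations of the H3K27me3 contrast, 0% of the ASE gene window contrast and 4% of the zinc finger gene list passed the threshold. With a shift of -0.1 the H3K27me3 contrast, run on 15382 windows, returned a mean of -0.102 and passed in 70% of simulations, and the zinc finger gene list, run on 433 windows, returned -0.0972 and passed in 23%. With -0.1 at CAST ASE gene windows and the opposite shift at S129 ASE gene windows (2321 windows together), the mean estimate was -0.181 and 96% passed. With 65% of simulated contacts put on the more expressed haplotype, the test passed in 100% of simulations for the 456 enhancer-promoter entries and in 79% for the 112 CTCF loop entries. With 50% it passed in 4% and 8%. A pair with ASE genes of both haplotypes is entered once for each kind, and the simulation placed such entries independently.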

Results

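GAM was performed on F123 mouse embryonic stem cells, a line derived from a cross of S129 mothers with CAST fathers, to ask how differently the parental copies of each chromosome fold and whether these differences go with allele-specific expression. The series holds 2234 libraries of 0, 1, 2, 3 or 6 nuclear profiles, and the deposited table merges those that passed quality control into 1 CAST and 1 S129 contact map of 3627680 window pairs on 19 autosomes. The maps have no replicates, so each value below is given with its spread over autosomes (SD, n = 19 unless another number of autosomes is stated). The table marks the genes that are more expressed from CAST or from S129, referred to as CAST ASE and S129 ASE genes, and lists pairs with NPMI above 0.3 in at least 1 haplotype.

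The first question was how many contacts differ between the haplotypes, and whether one haplotype carries more of them. Of the listed pairs, 1044856 (28.8%) were called CAST-specific and 1094130 (30.2%) S129-specific. Calls rest on fixed cutoffs without an error estimate. With 1 map per haplotype, sampling noise cannot be told apart from a haplotype difference, here or for the strong contacts below. The balance varied between chromosomes. Chromosome 1 had 90792 CAST-specific and 133643 S129-specific contacts (log2 ratio -0.56), whereas chromosome 15 had 49416 and 33433 (log2 ratio 0.56). The mean NPMI of listed pairs was 0.295 on CAST and 0.331 on S129 for chromosome 1, and 0.341 and 0.306 for chromosome 15. Calls need NPMI above 0.3, a minimum that is not scaled by chromosome, haplotype or distance. How far this minimum shapes the balance of a chromosome was not tested. Across autosomes the mean log2 ratio of CAST-specific over S129-specific contacts was -0.02 ± 0.29, with 10 of 19 autosomes above 0, and did not differ from 0 (permutation p = 0.733). The mean delta z-score was -0.0083 ± 0.137 (permutation p = 0.795) and the mean NPMI difference, CAST minus S129, was -0.00258 ± 0.0183 (permutation p = 0.545), from mean NPMI values of 0.323 on CAST and 0.326 on S129. Z-scores are centred within each haplotype, chromosome and distance, so their mean difference over all possible pairs is close to 0 by construction. Within 500 kb, where nearly all pairs are listed, it was -6.49e-05. The test on delta z therefore cannot show whether one haplotype has stronger contacts. Without chromosome 1 the mean log2 ratio was 0.0069, so the sign of this small value rests on that chromosome.

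**Figure D1:**
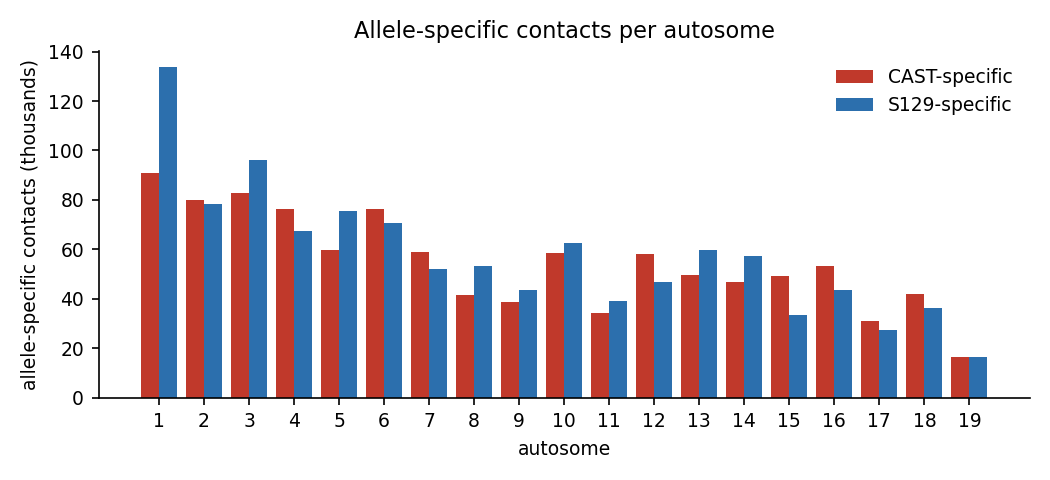
Number of allele-specific contacts (vertical axis, in units of 1000) on each autosome (horizontal axis), as red bars for CAST-specific and blue bars for S129-specific contacts. S129-specific contacts are in excess on chromosome 1 (133643 against 90792) and CAST-specific contacts on chromosome 15 (49416 against 33433).

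Strong contacts were rarely strong on both chromosome copies. The CAST map had 441374 strong contacts and the S129 map had 444032, of which 15295 were strong in both haplotypes. This is 3.47% of the CAST and 3.44% of the S129 strong contacts. The overlap was nonetheless 2.75-fold larger than after circular shifts of one map, which gave a mean of 5563 shared contacts and a range of 4809 to 6259 (p = 0.001, the smallest 1000 shifts can give). Per autosome the fold ranged from 1.90 on chromosome 18 to 4.04 on chromosome 2. Within 2 Mb, 21880 contacts were strong on CAST alone, 21708 on S129 alone and 1756 on both, and the counts on CAST alone and S129 alone did not differ (permutation p = 0.540). Since z-scores are scaled within each haplotype, chromosome and distance, the scaling leaves little room for these counts to differ. The fold depended on the cutoff: it was 2.06 with z-scores above 1.5, 5.45 with NPMI above 0.4 and 7.51 with z-scores above 2.5.

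The share of listed pairs called allele-specific depended on distance. It was 34.7% at 0 to 1 Mb, 54.3% at 2 to 3 Mb, 78.2% at 5 to 10 Mb and 88.4% at 20 to 50 Mb. At 0 to 1 Mb the share ranged from 30.0% to 38.1% over autosomes, and at 20 to 50 Mb from 85.9% to 92.9%, so that the ranges did not overlap. The trend itself was not tested. Between windows no more than 100 kb apart, the table held 98.8% of possible pairs, and 31.3% of pairs were called allele-specific. The z-scores of the haplotypes correlated there with Pearson's r of 0.433 across pairs, which are not independent replicates. How much of this share is sampling noise cannot be told from 1 map per haplotype. Pearson's r of the listed NPMI values was 0.644 at 0 to 1 Mb, 0.0029 at 1 to 2 Mb and -0.666 at 20 to 50 Mb. A pair is listed only when at least 1 haplotype is above the NPMI minimum, so r may depend on this selection where few possible pairs are listed. The allele-specific share does depend on it, because allele-specific calls need the same minimum and the listed pairs are the denominator. At 0 to 1 Mb, 154152 CAST-specific and 154448 S129-specific contacts were called among 919237 possible pairs. At 20 to 50 Mb the calls were 197662 and 217585 among 19839307 possible pairs. Over possible pairs the share was thus lower, not higher, at 20 to 50 Mb. The tetrachoric correlation, computed over all possible pairs, was 0.649 at 0 to 1 Mb, 0.345 at 1 to 2 Mb, 0.107 at 10 to 15 Mb and 0.168 at 20 to 50 Mb. It was above 0 in every one of the 9 bins (permutation p = 1e-05, the smallest the test can give). Correlations of NPMI also take in any change of NPMI with distance that both maps share within a bin. Within 500 kb, Pearson's r was 0.613 for NPMI and 0.386 for z-scores, which are adjusted for distance.

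**Figure D2:**
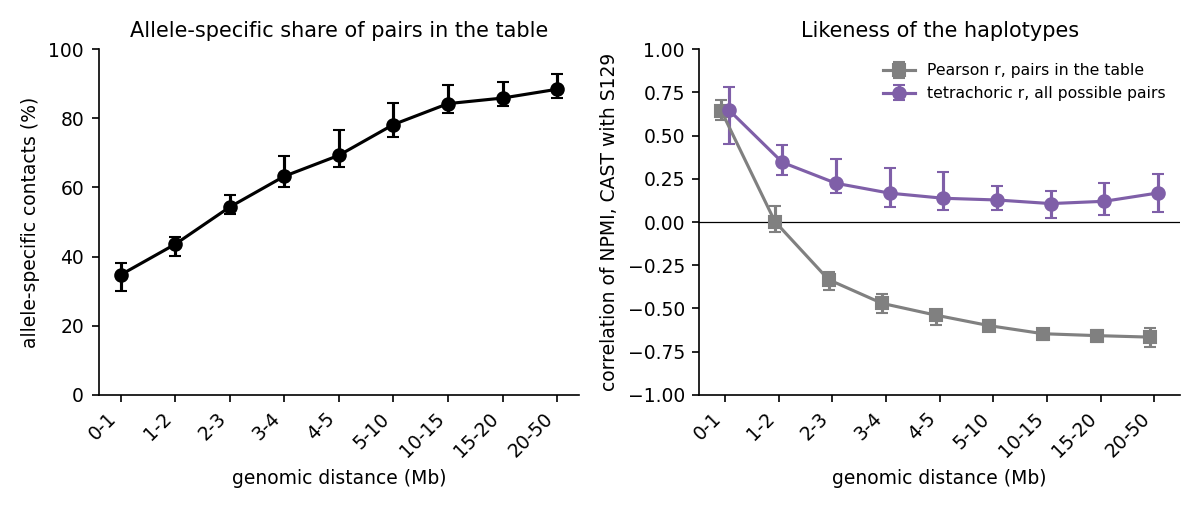
The left panel gives the percentage of listed pairs that were allele-specific and the right panel the correlation of CAST with S129 NPMI, both against genomic distance (Mb); points are genome-wide values (for the tetrachoric correlation, means over 19 autosomes), and bars span the lowest to the highest autosome. The allele-specific share runs from 34.7% to 88.4%, Pearson's r of listed pairs (grey squares) from 0.644 to -0.666, and the tetrachoric correlation over all possible pairs (purple circles) stays above 0. The listed pairs on which the share rests are 96.8% of possible pairs at 0 to 1 Mb and 2.37% at 20 to 50 Mb.

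The next question was whether chromatin marked by Polycomb, a repressive system that deposits H3K27me3, is contacted differently on the parental copies. Contacts between windows that both carried H3K27me3 were shifted towards S129: their mean delta z-score was -0.0861, against 0.0198 for pairs without the mark at matched distances. The difference was -0.106 ± 0.143 and below 0 on 14 of 19 autosomes (permutation p = 0.0055, 381122 pairs). It was lowest on chromosome 2 (-0.344), chromosome 7 (-0.318) and chromosome 11 (-0.294), and highest on chromosome 9 (0.0975) and chromosome 12 (0.0797). In terms of called contacts, the CAST-specific share minus the S129-specific share differed by -4.81 ± 6.47 points between H3K27me3 pairs and the others (permutation p = 0.0052). H3K27me3 windows often carried Pol2-S5p as well; for the 26089 pairs with H3K27me3 and no Pol2-S5p, a class defined after the data had been seen, the difference was -0.0776 ± 0.138 (permutation p = 0.0229). Matching on GC content as well as distance, also chosen after seeing the data, left -0.0581 ± 0.115 (permutation p = 0.0375), smaller by more than 1.5 times. The value was below 0 on 12 of 19 autosomes with matching on GC, and on 11 of 19 without Pol2-S5p. With no shift put in, 9% of simulations of the H3K27me3 contrast passed the threshold, so p values close to it carry less weight.

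The same comparison was made for marks of active and accessible chromatin, and for CTCF and the cohesin subunit RAD21, which together anchor chromatin loops. Contacts between windows with Pol2-S5p (-0.0873 ± 0.117), Pol2-S7p (-0.0720 ± 0.119), common H3K4me3 peaks (-0.0765 ± 0.130) and common RAD21 peaks (-0.0986 ± 0.133) were weaker on CAST relative to S129 than contacts without these features, with adjusted permutation p of 0.0135, 0.0371, 0.0399 and 0.0135 over the 16 features tested. At distances of at least 200 kb, Pol2-S7p and common H3K4me3 peaks no longer passed (adjusted permutation p = 0.0537 and 0.0561). Complete counts for Pol2-S5p, made after seeing the data, gave a log2 difference of -0.07 for pairs above the NPMI minimum (permutation p = 0.0294) and -0.12 for strong contacts (permutation p = 0.0955). CAST-specific peaks went the same way by a larger margin: -0.217 ± 0.202 for ATAC (adjusted permutation p = 0.0047, below 0 on 16 of 19 autosomes), -0.440 ± 0.353 for H3K4me3 (adjusted permutation p = 0.0014, 16 of 19), -0.178 ± 0.185 for CTCF (adjusted permutation p = 0.0047, 16 of 19) and -0.346 ± 0.329 for RAD21 (adjusted permutation p = 0.0371, 9 of 10 autosomes with enough pairs). Over all distances, windows with CAST-specific ATAC, H3K4me3, CTCF or RAD21 peaks were thus in contact less on CAST than on S129, relative to windows without them. In all, 8 of the 16 features passed the adjusted threshold, each with a value below 0. The features are not independent of each other, as 10773 windows carried Pol2-S5p, ATAC and H3K27ac together, so these are not 8 separate results. Matching on GC was not run for these features. Some values of CAST-specific peaks were smaller in size at short distances, a change that was not tested. H3K4me3 gave -0.264 within 1 Mb and -0.259 within 500 kb, still passing (adjusted permutation p = 0.0137 and 0.0038). CAST-specific RAD21 peaks gave -0.124 within 1 Mb and -0.2 within 500 kb (adjusted permutation p = 0.375 and 0.804). These RAD21 tests had fewer autosomes than the 10 available over all distances, so that failing to pass says little. CAST-specific CTCF peaks gave -0.115 within 500 kb (adjusted permutation p = 0.0692). Each of these values was smaller by more than 1.5 times.

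Several features did not pass. These were common ATAC peaks (-0.0604 ± 0.131, adjusted permutation p = 0.0949), common CTCF peaks (-0.0777 ± 0.143, adjusted permutation p = 0.0534) and common H3K27ac peaks, a mark of active enhancers and promoters (-0.0520 ± 0.144, adjusted permutation p = 0.174). The S129-specific peaks did not pass either, with 0.0129 ± 0.178 for ATAC (18 autosomes), -0.144 ± 0.558 for H3K4me3 (13 autosomes) and -0.0451 ± 0.197 for CTCF (adjusted permutation p = 0.759, 0.384 and 0.384). CAST-specific H3K27ac peaks gave -0.133 ± 0.458 over 18 autosomes (adjusted permutation p = 0.296). S129-specific H3K27ac peaks had enough pairs on 4 autosomes alone, where the value was -0.569 ± 0.264 and the exact p of 0.125 is the smallest that 4 autosomes allow, and S129-specific RAD21 peaks had 26 pairs and were not tested. By the share of called contacts, 9 features passed. Some of these features passed in other settings. S129-specific CTCF peaks gave -0.105 with NPMI above 0.4, -0.099 within 1 Mb and -0.116 within 500 kb (adjusted permutation p = 0.0140, 0.0194 and 0.0101), more than 2 times the value over all pairs, and common ATAC, H3K27ac and CTCF peaks passed in the same settings. CAST-specific H3K27ac peaks gave -0.251 within 500 kb and passed there (adjusted permutation p = 0.0450).

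**Figure D3:**
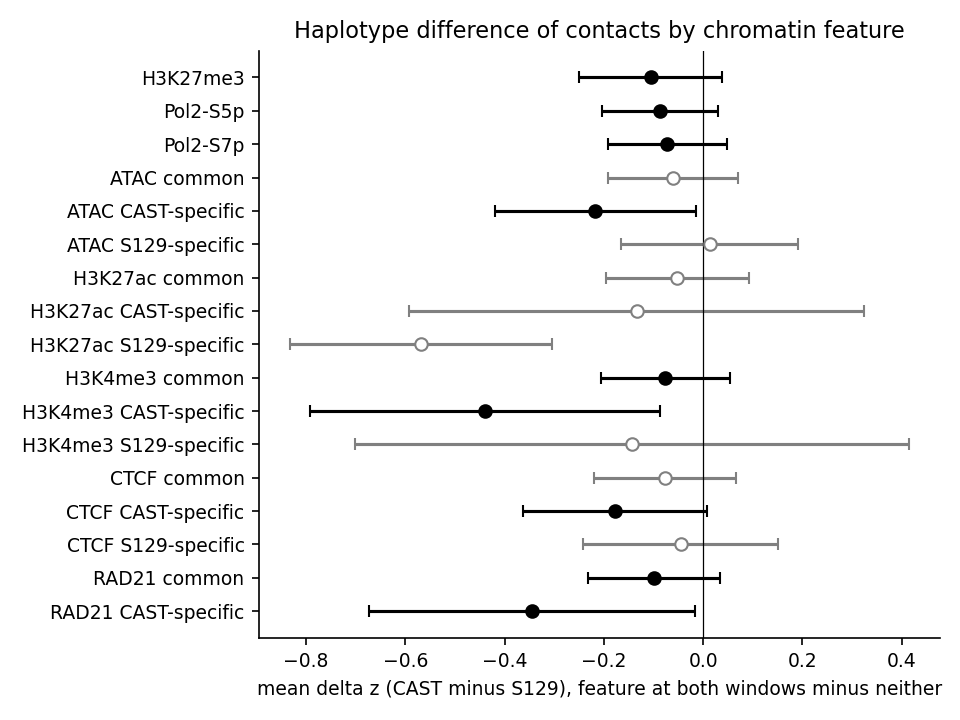
Mean delta z-score (CAST minus S129) of contacts with the named feature in both windows minus that of contacts with it in neither window, matched on distance; points are means and bars the SD over autosomes, with filled points for p below the threshold (adjusted over 16 features; H3K27me3 was tested alone). Every filled point lies below 0, from -0.440 for CAST-specific H3K4me3 peaks to -0.0720 for Pol2-S7p.

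It was then asked whether chromosome regions are contacted more on the haplotype that expresses their genes more. The 150845 listed contacts of windows with CAST ASE genes had a mean delta z-score of -0.146, while the 131041 contacts of windows with S129 ASE genes had -0.0083; 58 windows held both kinds. The regions of CAST ASE genes were therefore contacted less on CAST, relative to those of S129 ASE genes, by -0.138 ± 0.082. The difference was below 0 on 18 of 19 autosomes (permutation p = 1e-05, the smallest the test can give), from -0.301 on chromosome 8 to 0.0066 on chromosome 19. Against the 10417 windows with expressed genes and no ASE gene, CAST ASE gene windows were lower by -0.118 ± 0.103 (permutation p = 0.0002, 16 of 19 autosomes). S129 ASE gene windows differed from the same windows by 0.0190 ± 0.121, which did not pass (permutation p = 0.498). Within 500 kb, where nearly all pairs are listed, the difference between CAST and S129 ASE gene windows was -0.0638 ± 0.0928 (permutation p = 0.00696), smaller by more than 1.5 times; this setting was chosen after seeing the data.

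**Figure D4:**
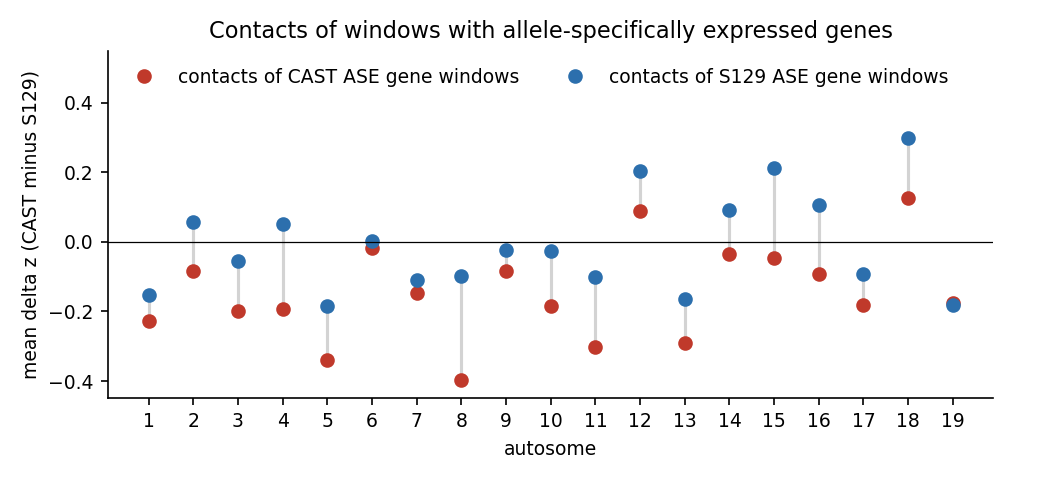
Mean delta z-score (CAST minus S129, vertical axis) of the contacts of windows with CAST ASE genes (red) and with S129 ASE genes (blue) on each autosome (horizontal axis), matched on distance. The CAST ASE point lies below the S129 ASE point on 18 of 19 autosomes.

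For contacts between ASE genes and putative enhancers, the question was whether strong contacts sit on the more or the less expressed haplotype. Of the strong contacts of CAST ASE genes, 36.8% were strong on CAST alone, 57% on S129 alone and 6.14% on both haplotypes. Of those of S129 ASE genes, 45.6% were strong on CAST alone, 52% on S129 alone and 2.42% on both. Over both kinds of genes, 44.7% of strong contacts were strong on the more expressed haplotype alone, 51.1% on the less expressed haplotype alone and 4.20% on both, and 1.03% of the 46007 candidate pairs were strong on any haplotype. The difference of -30 contacts, or -1.58 ± 4.98 per autosome, was not distinguishable from 0 (permutation p = 0.198). The CAST ASE genes had fewer strong contacts on CAST than on S129 by -2.42 ± 4.61 per autosome (unadjusted permutation p = 0.0394), and the S129 ASE genes had 0.842 ± 3.79 more on S129 than on CAST, which did not pass (permutation p = 0.373). The difference of these excesses did not pass either (permutation p = 0.0551). With z-scores above 2.5 the direction at CAST ASE genes turned, with 20 contacts strong on CAST alone and 12 on S129 alone, and so did that at S129 ASE genes, with 18 and 10. Within 1 Mb the counts were 68 and 74 at CAST ASE genes and 74 and 80 at S129 ASE genes. Over both kinds of genes, the counts on the more and the less expressed haplotype were equal, at 30 each, with z-scores above 2.5, and equal within 1 Mb, while with z-scores above 1.5 the difference of -149 passed the threshold (permutation p = 0.0311).

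Among CAST ASE genes with an enhancer contact strong on CAST alone, the largest haplotype differences belonged to Mcee, encoding methylmalonyl-CoA epimerase (chromosome 7, window 64350001 to 64400000, delta z 3.79), the class I histocompatibility gene H2-Q2 (chromosome 17, 35300001 to 35350000, delta z 3.76), Frmd6 (delta z 3.75) and Spag1 (delta z 2.80). The H2-Q2 contact spanned 1.35 Mb and had NPMI of 0.575 on CAST and 0.273 on S129. CAST ASE genes with a contact strong on S129 alone were led by Rbm44 (chromosome 1, 91150001 to 91200000, delta z -3.63), Klb, encoding the FGF co-receptor beta-klotho (chromosome 5, 65350001 to 65400000, delta z -3.52), the zinc finger gene Zfp74 (delta z -3.38) and Vps8, an endosomal tethering subunit (delta z -3.11). Contacts strong on both haplotypes were led by those of Fuom, encoding fucose mutarotase (z-scores of 2.94 on CAST and 3.02 on S129), Fst, encoding the activin antagonist follistatin (2.62 and 2.44), Abtb1 (2.38 and 2.29) and Casd1 (2.33 and 2.27).

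Among S129 ASE genes, Ildr1 (chromosome 16, 36700001 to 36750000, delta z 3.87), Pccb, encoding a propionyl-CoA carboxylase subunit (delta z 3.73), Utrn, encoding utrophin (delta z 3.58), and Gm46430 (delta z 3.28) had the largest differences among contacts strong on CAST alone. For contacts strong on S129 alone these were Pld2, encoding a phospholipase D, and Pimreg, which share a single contact 1.5 Mb long on chromosome 11 (NPMI 0.22 on CAST and 0.5 on S129, delta z -3.81), the kinetochore gene Ndc80 (delta z -3.42) and Gas2 (delta z -3.35). S129 ASE genes with a contact strong on both haplotypes were led by Arl15, whose contact is the one already named for Fst, Ifitm5 (z-scores of 2.68 on CAST and 2.41 on S129), the synaptonemal complex gene Syce1 (2.21 and 3.09) and Irf2bp2 (2.42 and 2.20). Of the study's own examples, which it chose on these data, Sirt2 and Zfp74 made a contact with each other that was strong on S129 alone (NPMI 0.299 on CAST and 0.480 on S129, 1.15 Mb), Zfp146 had S129 contacts of up to 1.75 Mb (delta z -2.96), and the Fuom windows had contacts strong on CAST alone, on S129 alone and on both.

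All enhancer-promoter candidates, strong or not, were compared as well. The 25868 candidate pairs of CAST ASE genes had a mean delta z-score of -0.0994 ± 0.126 (permutation p = 0.0036), the 20139 pairs of S129 ASE genes had -0.0169 ± 0.122 (permutation p = 0.549), and the difference of -0.0825 ± 0.100 passed the threshold (permutation p = 0.0027). Candidates of CAST ASE genes were thus weaker on the more expressed haplotype, and the mean of those of S129 ASE genes did not differ from 0. Contacts between windows with Pol2-S5p leaned to S129 in general, with a mean delta z-score of -0.0619 over all distances. No active pairs without ASE genes served as a reference, so how far each mean is particular to ASE genes cannot be told.

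CTCF loops at ASE genes were fewer. CAST ASE genes had 18 loops strong on CAST alone, 36 on S129 alone and 8 on both; S129 ASE genes had 24, 34 and 3. Together, 52 loops were strong on the more and 60 on the less expressed haplotype alone, which did not differ (permutation p = 0.505), and 11 (8.94% of the strong loops) were strong on both. The excess on the more expressed haplotype was -0.947 ± 1.93 per autosome at CAST ASE genes (permutation p = 0.0569) and 0.526 ± 1.78 at S129 ASE genes (permutation p = 0.260). Over all candidate loops, strong or not, the mean delta z-score was -0.166 ± 0.162 for the 5455 pairs of CAST ASE genes (permutation p = 0.00059) and -0.0524 ± 0.199 for the 3562 pairs of S129 ASE genes (permutation p = 0.273), with a difference of -0.114 ± 0.215 (permutation p = 0.0316). The mean of each class was set against 0. Contacts between windows with common RAD21 peaks had a mean delta z-score of -0.0900 over all distances. With z-scores above 2.5, within 1 Mb and counted once per gene, the totals on the more and the less expressed haplotype were equal, and with z-scores above 1.5 the difference was -56 (permutation p = 0.0387). With z-scores above 2.5 both directions turned, with 8 loops strong on CAST alone and 5 on S129 alone at CAST ASE genes, and 7 and 4 at S129 ASE genes.

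The CTCF loop with the largest difference in favour of CAST linked the histocompatibility region with itself: the window of H2-Q2, a CAST ASE gene, and the window 33950001 to 34000000 of chromosome 17, which holds the S129 ASE genes H2-K1, another class I gene, and Rps18, encoding a ribosomal protein, were joined with z-scores of 3.3 on CAST and -0.459 on S129. Among CAST ASE genes with a loop strong on CAST alone, the next was 0610040B10Rik, joined to a window 0.4 Mb away (delta z 2.63). On S129 alone, the strongest difference was a 0.35 Mb loop on chromosome 1 between the CAST ASE genes Rbm44 and Asb1 (delta z -3.63), and S129 ASE genes were led by Gm26810 (delta z -2.96) and Gm14222 (delta z -2.72). Loops of Fuom, Fst, Arl15 and Ifitm5 were strong on both haplotypes. Among the study's examples, the imprinted gene Gnas had a loop strong on S129 alone (delta z -2.40, 1.15 Mb), as did Cdkn1c, an imprinted cell cycle inhibitor more expressed from S129 (delta z -1.08, 0.35 Mb). No strong CTCF loop was found for Camk1d, although the study names it among its examples of CTCF loops. Camk1d had enhancer contacts strong on CAST alone (delta z 1.39, 0.55 Mb) and on both haplotypes.

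**Figure D5:**
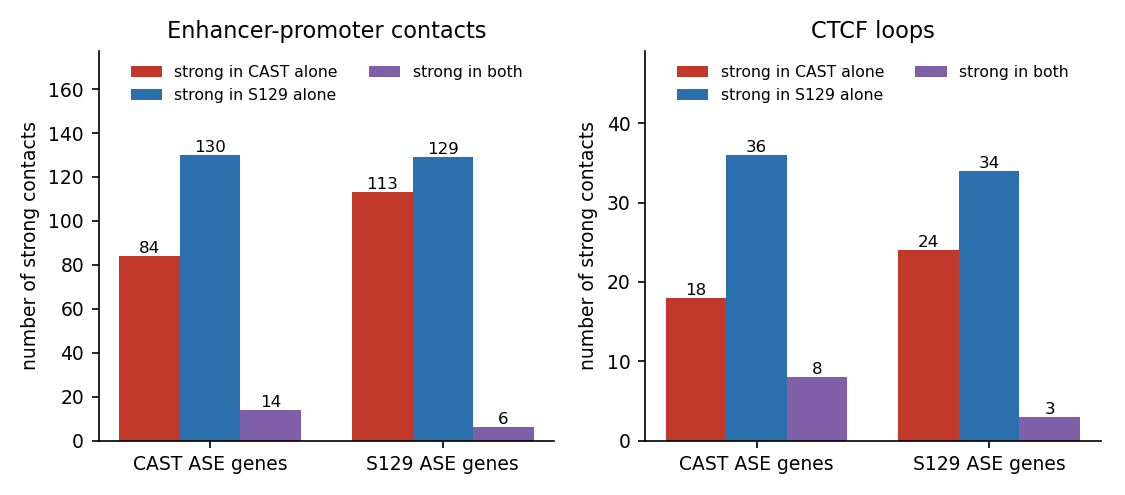
Number of strong contacts (vertical axis) of CAST ASE and S129 ASE genes (horizontal axis) that were strong on CAST alone (red), S129 alone (blue) or both haplotypes (purple), for enhancer-promoter contacts (left) and CTCF loops (right). Contacts strong on both are the smallest class in each group, with 14 and 6 enhancer-promoter contacts and 8 and 3 CTCF loops. A contact with ASE genes of both haplotypes is shown in both groups. Counted once, 3.61% of strong enhancer-promoter contacts and 7.21% of strong CTCF loops were strong on both. Among all strong pairs at the same distances these shares were 3.96% and 3.97%.

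The Hist1 locus on chromosome 13 holds most of the replication-dependent histone genes, and the question there was whether its clusters contact each other more on S129. The locus spanned 2250 kb (21700001 to 23950000, GRCm38) with 54 annotated Hist1 genes, of which 14 were CAST ASE genes, among them Hist1h1c, Hist1h4c and Hist1h3a, and 5 were S129 ASE genes, among them Hist1h2be and Hist1h4i. Of 55 pairs of windows with Hist1 genes, 43 were listed. Of those listed, 14 were S129-specific and 2 CAST-specific, and the mean delta z-score was -0.436 (mean NPMI 0.399 on CAST and 0.436 on S129). Of 55 pairs of windows with H3K27me3, 25 were listed. Of those, 11 were S129-specific and 5 CAST-specific, with a mean delta z-score of -0.444. At other positions of the genome the same pattern of pairs varied by an SD of 0.460 and 0.469, so neither value stood out (permutation p over positions 0.340 and 0.341). This test asks whether the locus is extreme among positions. It cannot decide whether the clusters contact each other more on S129, because 1 locus has no repeated unit. At distances of at least 200 kb the Hist1 gene windows gave -0.814 (permutation p = 0.158), larger in size by more than 1.5 times, and the H3K27me3 windows gave -0.425 (permutation p = 0.408). At distances of at least 1 Mb, a setting chosen after seeing the data, the Hist1 gene windows gave -0.793, with 10 S129-specific and 1 CAST-specific of 21 listed pairs (permutation p = 0.267), and the H3K27me3 windows gave 0.0626, with the opposite sign (permutation p = 0.927).

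The 15 gene lists fixed beforehand were compared with other gene-holding windows, and none passed the threshold with the sign-flip permutation test or position shifts: adjusted p ran from 0.946 to 0.990, and 0 lists had an unadjusted p below 0.05. The lowest unadjusted p, 0.0702, was that of the zinc finger protein genes, a family of mostly repressive DNA-binding factors, with a difference of -0.0827 ± 0.188. Of its members, 31.9% had a mean delta z above 0 and 68.1% below 0, with Zfp534 (-3.61) and Zfp960 (-2.23) lowest and Zfp629 (1.43) and Zfp456 (1.34) highest. The clustered protocadherin genes on chromosome 18, which encode neuronal adhesion molecules, had 51 of 57 members above 0 and a difference of 0.309, with Pcdhb9 and Pcdhb13 at 1.22 and Pcdhgc3 and Pcdhgc4 at -0.348 (unadjusted permutation p = 0.278). They lie in 16 windows, and members in the same window share its value, so counts of members are not counts of separate observations. Within 1 Mb, 3 lists passed: the zinc finger protein genes (-0.105), the protocadherins (0.864) and the ribosomal protein genes (-0.182). Without passing, other values in this setting moved by more than 1.5 times with their sign kept. Hox genes gave -0.0249, Hist1 histone genes -0.0530 and other replication-dependent histone genes -0.506. Histocompatibility genes gave 0.150, developmental transcription factor genes 0.124, vomeronasal receptor genes 0.0795 and the study's examples -0.0684.

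Over all distances, the 79 ribosomal protein genes had 32 members above and 47 below 0 and a difference of -0.0425 ± 0.238 over 18 autosomes, with Rpl18a at -1.14 and Rps15 at 1.38. The 54 Hist1 histone genes (16 above and 38 below 0) had -0.280, from -1.5 for Hist1h1d and Hist1h2ad to 1.5 for Hist1h4m and Hist1h4n, and the 13 other replication-dependent histone genes had -0.132, from -1.42 for Hist2h2aa1 and Hist2h2aa2 to 0.871 for Hist2h3b and Hist2h4. These histone lists cover 11 and 5 windows. The 39 Hox genes, which pattern the body axis, had 9 members above and 30 below 0 and a difference of -0.273, with Hoxa10 and Hoxa11 at -1.04 and Hoxd1 at 1.23. The Hox genes lie in 13 windows. The receptor families were near balance: 50% of the olfactory receptor genes were above 0 (-0.00095 ± 0.322 over 16 autosomes, from -2.70 for Olfr136 to 2.63 for Olfr1076), as were 50.6% of the vomeronasal receptor genes (0.120 ± 0.365 over 9 autosomes, from -1.51 for Vmn1r63 to 2.06 for Vmn1r212). The 31 histocompatibility genes had a difference of 0.00099, with H2-M10.1 at -1.22 and H2-Eb1 and H2-Eb2 at 0.848.

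The 47 imprinted genes, whose expression can be limited to 1 parental copy, had 20 members above and 27 below 0. In these cells 5 of them were marked as CAST ASE and 4 as S129 ASE genes. The difference of this list was -0.0843 ± 0.462 over the 11 autosomes that hold it. Its members ran from Zdbf2 (-1.33) and Zrsr1 (-0.961) to Ube3a (0.889) and Nap1l5 (1.68). Pluripotency genes had a difference of 0.0118 ± 0.398 (17 autosomes) with a median member below 0 (-0.0629), so that mean and median differ in sign, and ran from Gbx2 (-1.16) and Sall4 (-0.983) to Tcl1 (0.926) and Dppa4 (1.18). Developmental transcription factor genes had 0.0450 ± 0.562 (15 autosomes), from Gata6 (-1.16) and Nkx2-2 (-1.13) to Tbx5 (1.12) and Neurog2 (1.24), and housekeeping genes had -0.0522 ± 0.328 (11 autosomes), from Actb (-0.782) to Psmb2 (0.788). Markers of fibroblasts, on which stem cells are often grown, had -0.0601 ± 0.517 (12 autosomes), from Tagln (-1.72) and Twist2 (-1.13) to Cdkn2a (1.05) and Lum (1.12). The study's own examples, not an independent list, had -0.123 ± 0.463 (7 autosomes), with 6 of 20 above 0, from Hist2h2ac (-1.42) and Sirt2 (-1.14) to Snrpn (0.806) and Hist2h4 (0.871).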

Values the study reported

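After quality control, the study kept 3707 nuclear profiles. It counted 1308 genes that were more expressed from CAST and 914 that were more expressed from S129. For enhancer-promoter contacts of CAST ASE genes it compared 84 contacts strong in CAST with 130 strong in S129, and for those of S129 ASE genes 112 with 129. At the Hist1 locus it described 55 histone genes, of which 14 were CAST ASE and 5 were S129 ASE genes.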

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

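The own-minus-other tests, the Polycomb promoter test, the settings within 500 kb and matched on GC, and the complete counts below were chosen only after results had been seen. For 7 comparisons, the shift of the CAST class towards CAST was set against the shift of the S129 class towards S129. Such a difference also arises where both classes are shifted towards S129 alike, so it does not by itself show that the classes behave differently. For contacts of ASE gene windows within 500 kb the values were -0.0674 at CAST ASE genes and 0.0035 at S129 ASE genes, a difference of -0.0709 (permutation p = 0.0036, adjusted p = 0.0179). For windows with haplotype-specific peaks they were -0.218 and -0.0129 for ATAC (difference -0.205 over 18 autosomes, adjusted permutation p = 0.0181), -0.421 and 0.144 for H3K4me3 (difference -0.565 over 13 autosomes, adjusted permutation p = 0.0179) and -0.178 and 0.0451 for CTCF (difference -0.223, adjusted permutation p = 0.0179). For H3K4me3 and CTCF both classes were thus on the S129 side, as were common H3K4me3 and CTCF peaks (mean delta z differences of -0.0765 and -0.0777), and within 500 kb the delta z differences of CAST-specific and S129-specific CTCF peaks were -0.115 and -0.116. For strong CTCF loops per autosome the values were -0.947 and 0.526, with a difference of -1.47 (adjusted permutation p = 0.0468), again with both on the S129 side, and with z-scores above 2.5 both turned to the CAST side (8 loops on CAST alone against 5 on S129 alone at CAST ASE genes, and 7 against 4 at S129 ASE genes). The remaining tests, on ASE gene windows at all distances (-0.0992) and on strong enhancer-promoter contacts (-3.26), did not pass (adjusted permutation p = 0.0551 for both).

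The table also has columns whose names refer to Polycomb promoters, which no planned comparison used. They were read as marking ASE genes with a promoter marked by Polycomb, but the table does not define them. Read in this way, 40.3% of the windows with CAST ASE genes and 36.2% of the windows with S129 ASE genes were listed with one. Contacts of CAST ASE gene windows with a Polycomb promoter had a mean delta z-score of -0.219, and those of CAST ASE gene windows without one had -0.0916, a difference of -0.127 ± 0.183 (permutation p = 0.0055). At S129 ASE gene windows the difference was 0.0249 ± 0.307 (permutation p = 0.743). Whether the difference is larger at CAST than at S129 ASE genes was not tested.

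The lower delta z-score of CAST ASE gene windows relative to S129 ASE gene windows could come from the selection of pairs in the table, but the difference remained within 500 kb, where nearly all pairs are listed (-0.0638, permutation p = 0.00696), which argues against selection as the only source. GC content alone is also unlikely to produce it, since -0.124 remained after matching (permutation p = 4e-05), and complete counts of strong contacts gave a log2 difference of -0.38, and those of pairs above the NPMI minimum a smaller one of -0.11 (permutation p = 3e-05 for both). Looser folding of a region on the haplotype that expresses it more would place S129 ASE gene windows above other expressed windows, and their value of 0.0190 (SE 0.0278, permutation p = 0.498) cannot tell. The study measured decondensation by window detection frequency, which was not examined here. It reported looser chromatin on the more expressed haplotype in regions holding only CAST or only S129 ASE genes. Effects of strain or parent of origin, and better mapping of reads to the S129 haplotype, were not tested, so the origin of the difference stays open.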

How the results depend on the processing

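No paired analysis was possible because the replicate numbers in the labels count libraries within each group, and the table holds 1 pooled map per haplotype. The planned NPMI minimum of 0.2 was not run because weaker pairs are not listed. The settings within 500 kb, matched on GC and at least 1 Mb apart, and those with common peaks alone, were added after the data had been seen. The difference at ASE gene windows stayed below 0 in every setting (-0.146 to -0.129 with each autosome left out, -0.0766 within 1 Mb), as did that of H3K27me3 contacts (-0.117 to -0.0927 with each autosome left out). With H3K27me3 in at least 1 window the latter was -0.0623, and its share difference was -2.71 points there and -3.01 with delta z beyond 1.5. Of the active features, 6 to 12 passed. The balance of allele-specific contacts changed sign when delta z was centred (0.0291), within 500 kb (0.0052) and without chromosome 1, for a range of -0.0554 to 0.0069 with each autosome left out. Mean contact strength changed sign when centred (0.0179) and without chromosome 1, 5 or 8 (range -0.0232 to 0.0062). ATAC S129-specific peaks gave -0.0101 within 500 kb. The enhancer-promoter difference passed with z-scores above 1.5 (-149), was 0 with z-scores above 2.5 and 0 within 1 Mb, and ran from -40 to -22 with each autosome left out, passing without chromosome 12 (-40, permutation p = 0.0481). The CTCF loop difference passed with z-scores above 1.5 (-56) and was 0 with z-scores above 2.5, 0 within 1 Mb and 0 when genes were counted once. With common peaks alone the differences were -31 (permutation p = 0.184) and -4 (permutation p = 0.764). At 1 Mb or more the Hist1 value was 0.0626 for H3K27me3 windows and -0.793, with its sign kept, for Hist1 gene windows. Within 1 Mb, 3 gene lists passed, and the sign changed for olfactory receptor (0.0323), pluripotency (-0.0293), housekeeping (0.00091) and fibroblast marker genes (0.0757). Histocompatibility genes gave -0.0024 at 200 kb or more and -7.18e-05 as an NPMI difference, and olfactory receptor genes 0.0223 per window. The cause of these changes was not tested.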

Other observations

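The counts in this paragraph were made after the data had been seen. CAST-specific peaks outnumbered S129-specific peaks for ATAC (66.4% of haplotype-specific peaks), H3K27ac (78.4%), H3K4me3 (75%) and RAD21 (80.5%), each with permutation p = 1e-05, the smallest the test can give, while the numbers of CTCF peaks, 2446 and 2210, did not differ (permutation p = 0.0696). These are peak counts summed over windows, in which a peak that spans windows can count more than once. The entries of ASE genes in windows were also more frequent for CAST than for S129 (57.7% of entries, permutation p = 0.0248).

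Apart from S129-specific CTCF and RAD21 peaks, haplotype-specific peaks were more frequent in windows with ASE genes of the same haplotype than in those with ASE genes of the other. CAST-specific ATAC peaks were found in 26% of windows with CAST ASE genes, 6.6% of windows with S129 ASE genes and 7.74% of other expressed windows, and S129-specific ATAC peaks in 9.3% of windows with S129 ASE genes and 2.61% of windows with CAST ASE genes (adjusted permutation p = 2.5e-05 for both). CAST-specific H3K27ac peaks (18.4% against 3.6%), H3K4me3 peaks (17.6% against 4.3%), CTCF peaks (18.1% against 7.7%) and RAD21 peaks (6.18% against 1.1%) also passed, and S129-specific CTCF and RAD21 peaks did not (adjusted permutation p = 0.0853 and 0.174). H3K27me3, a repressive mark, was present in 59.9% of CAST ASE gene windows, 51.5% of S129 ASE gene windows and 46.3% of other expressed windows, and the difference between CAST and S129 ASE gene windows of 7.05 points passed (adjusted permutation p = 0.0356).

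Pearson's r below 0 at distances above 2 Mb could arise from the selection of pairs, because a pair weak on both haplotypes is never listed. The tetrachoric correlation over all possible pairs, which does not depend on this selection, was 0.168 at 20 to 50 Mb (permutation p = 1e-05). This fits selection as the source, so values of r below 0 should not be read as opposite folding of the haplotypes.

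Strong contacts were rare at active chromatin: of the 42973 unique candidate enhancer-promoter pairs of ASE genes, 1.03% were strong, against 2.63% of all pairs at the same distances (ratio 0.391), and of the 8431 unique candidate CTCF loops 1.32%, against 2.65% (ratio 0.497). A narrower spread of z-scores at active windows could produce this: z-scores below -2 were rarer there within 500 kb (-5.42 points, permutation p = 1e-05), where the mean z-score was higher by 0.229 (permutation p = 1e-05) and would alone make them rarer, and within 2 Mb (-3.41 points, 19 of 19 autosomes, permutation p = 1e-05), where the mean differed by -0.043 (permutation p = 0.118) but not all pairs are listed. With matching on GC the low z-scores gave -2.31 points (permutation p = 0.0910) within 500 kb, with a mean difference of -0.195 (permutation p = 0.0156), and -1.21 points (permutation p = 0.128) within 2 Mb, with a mean difference of -0.242 (permutation p = 0.00025), so this explanation stays open. GC content and the selection of pairs are less likely as the only source, since -2.46 points remained after matching on GC and -2.22 points over all possible pairs within 2 Mb (permutation p = 1e-05 for both). Above 500 kb and up to 2 Mb the strong share was 0.876% at active and 4.28% at unmarked windows. Within 500 kb the strong share was 1.44% against 1.14% over all possible pairs (permutation p = 0.0330), 1.44% against 1.17% over listed pairs (permutation p = 0.0615), and 1.44% against 2.99% over listed pairs matched on GC as well (permutation p = 0.0013).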
